# BioTile, A Perl based tool for the identification of differentially enriched regions in tiling microarray data

**DOI:** 10.1186/1471-2105-14-76

**Published:** 2013-03-03

**Authors:** Jerry Guintivano, Michal Arad, Kellie LK Tamashiro, Todd D Gould, Zachary A Kaminsky

**Keywords:** DNA methylation, Differentially methylated region, Tiling microarray, Algorithm, Epigenetic

## Abstract

**Background:**

Genome-wide tiling array experiments are increasingly used for the analysis of DNA methylation. Because DNA methylation patterns are tissue and cell type specific, the detection of differentially methylated regions (DMRs) with small effect size is a necessary feature of tiling microarray ‘peak’ finding algorithms, as cellular heterogeneity within a studied tissue may lead to a dilution of the phenotypically relevant effects. Additionally, the ability to detect short length DMRs is necessary as biologically relevant signal may occur in focused regions throughout the genome.

**Results:**

We present a free open-source Perl application, Binding Intensity Only Tile array analysis or “BioTile”, for the identification of differentially enriched regions (DERs) in tiling array data. The application of BioTile to non-smoothed data allows for the identification of shorter length and smaller effect-size DERs, while correcting for probe specific variation by inversely weighting on probe variance through a permutation corrected meta-analysis procedure employed at identified regions. BioTile exhibits higher power to identify significant DERs of low effect size and across shorter genomic stretches as compared to other peak finding algorithms, while not sacrificing power to detect longer DERs.

**Conclusion:**

BioTile represents an easy to use analysis option applicable to multiple microarray platforms, allowing for its integration into the analysis workflow of array data analysis.

## Background

Genome-wide DNA methylation studies are becoming increasingly used in search of etiological factors contributing to complex non-Mendelian disease, as the susceptibility of DNA methylation to environmental influences and its potential for metastable drift may account for complex disease features, such as a discordance of monozygotic twins, parent of origin effects, an unequal frequency of affected males and females, complex inheritance, and a late age at onset, among others [1-3]. DNA methylation changes in the brain are becoming increasingly recognized as important mediators of behavioral phenotypes in model organisms and psychiatric disease in humans [4-7].

Despite the likelihood of epigenetic changes as etiological factors contributing to psychiatric disease risk, the success of the first round of epigenomic studies has been limited [8]. In the first epigenomic profiling studies performed in major psychosis, Mill et al. found moderate fold changes in prefrontal cortex DNA methylation. In the *WDR18* glutamate receptor subunit gene, an 8% DNA methylation difference was detected between males with schizophrenia and controls, while female patients with bipolar disorder were 6% more methylated than controls at the *RPL39* gene [9]. No significant differences were found in an analysis of 50 loci in temporal cortex of schizophrenia affected individuals [10]. A recent methylome profiling study in major depressive disorder (MDD) did not identify any significant loci after correction for multiple testing; however, they did successfully validated a 60% of the top nominally significant differences [11]. Of these, the largest depression associated effect size was 22%.

A consistent feature of these studies is the low effect size associations detected in the brain. A probable explanation for these observations is that true disease differences exist in a subpopulation of cells that are subject to dilution by disease non-relevant cell types, a factor particularly relevant in the brain, which represents one of the most cellularly heterogeneous organs in the body. This situation calls for algorithms capable of detecting DMRs of small effect size in order to direct downstream validation and follow up functional studies, such as cell type specific analyses. In this regard, the ability of a DMR detection technique to adjust for covariates such as cellular heterogeneity, medication status, or age are of particular interest in psychiatric phenotypes but to date, few available algorithms for DMR detection allow for these adjustments.

Another factor that remains at issue is that phenotypically relevant epigenetic changes may occur over relatively small regions. A number of locus specific studies highlight the importance of short genomic regions in regulating phenotypic outcome. Epigenetic changes spanning short genomic regions have been identified in imprinting control regions, over exonic regions that may direct alternative splicing, and at transcription factor binding sites that have been associated with early life trauma exposure or major psychosis [9,12-14]. The power to identify short DMRs is an important facet of DMR finding algorithms used in studies searching for small epigenetic aberrations conferring phenotypic variation.

The application of tiling array technology to the study of DNA methylation has greatly increased the resolution over earlier microarray based technologies and added to the potential to discover novel epigenetic changes. Tiling array experiments are based on measuring the genomic locations of enriched DNA fragments that hybridize across adjacently located probes called tiles. The experiments performed prior to hybridization involve enriching for the molecular marker of interest, either through antibody based immunoprecipitation employed in ChIP-chip [15], MeDIP [16,17], or through enzymatically selecting a portion of the genome, such as with methylation sensitive restriction enzymes as is employed in numerous DNA methylome techniques [18-21]. The enriched fractions are fragmented to improve target specificity, generally to lengths of 50–200 base pairs. After microarray hybridization, the combinatorial effects of fragment binding to specific genomic locations will result in peaks of signal intensity after data processing that may be detected by downstream data analysis applications.

A number of excellent programs that contain peak finding algorithms are available for the analysis of tiling array data, some of which include Ringo [22], ChiPOTle [23], CHARM [19], TileMap [24], ACME [25], and MPEAK [26], among others. There is a large degree of variation in the statistical methods employed, the ease of use, and the versatility across multiple experiment types. For example, many of these algorithms, such as CHARM and Ringo, were designed for one type of platform, such as NimbleGen arrays, but can now be applied to other datasets. Others, such as ChiPOTle are limited in the number of probes that can be analyzed (IE: 60,000), which makes it difficult to apply to larger tiling array datasets. With the exception of CHARM, these DMR finding algorithms are confined to the investigation of group classifiers as opposed to quantitative variables such as multiple treatment doses or age and do not allow for the correction of covariates prior to peak identification and statistical evaluation.

Cumulatively, the application of tiling array analyses to DNA methylation in heterogeneous tissues, such as brain, require the ability to detect DMRs of small effect size and of short length. A simple analysis paradigm applicable to multiple microarray platforms and satisfying these requirements will add to the successful identification of phenotypically relevant epigenetic variation across a diverse range of phenotypes. To address these issues we present an open source, freely available Perl application referred to as “Binding Intensity Only Tiling array analysis” or “BioTile”. The BioTile algorithm is ideally suited to the identification of small length and low effect size DMRs, while not sacrificing power to detect longer DMRs, and is applicable across a range of tiling microarray platforms.

## Implementation

BioTile is a single software application written in the Perl programming language designed for the identification of differentially enriched regions (DERs) in tiling microarray datasets (Additional file 1, Additional file 2, Additional file 3, Additional file 4). BioTile identifies DERs associated with either a group classifier, such as case vs. control, or continuous variables. To achieve this, BioTile first calculates the slope of a linear model between dependent and independent variables for each probe individually. Subsequently, stretches of adjacent probes exhibiting slope values above zero or below zero for greater than three probes are identified as potential DERs and are subsequently subjected to statistical evaluation. If specified by the user, BioTile will return DERs associated with the outcome of an additive multiple linear regression model, enabling control of covariates that may be present in psychiatric studies such as smoking status, medication history, age at onset, and cellular heterogeneity, among others. The default threshold of three probes was selected to maximize the resolution of the technique and therefore the ability of the algorithm to identify small DERs. This probe length corresponds to the average fragment length generated in most experimental enrichment steps and the probe spacing per array platform (3 probes: Affymetrix ~ 105 bp, CHARM ~ 100 bp, Agilent ~ 100 bp); however, this threshold can be defined by the user. 

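The distance between neighbouring probes was computed from the probe positions that the authors deposited with the simulated Affymetrix dataset. The median distance was 36 bp, and the 10th and 90th percentiles were 32 bp and 45 bp. Stretches of 3 neighbouring probes with no gap above 100 bp between them spanned a median of 72 bp from the first to the last position, and 108 bp when 1 further spacing was added for the last probe. When the mean distance within stretches free of such gaps was taken in place of the median, the spacing was 37.2 bp. These values describe the positions alone and use no array values.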

The distributions of DNA methylation across each probe in an implicated DER are subsequently evaluated statistically using a permutation corrected meta-analysis. The linear regression slope and squared standard error of the slope per probe in an implicated DER are used to calculate Cochran’s meta-statistic, Q, according to the following formula:

$$\text{Q}=\sum_{j=1}^{n}\left[{\frac{\left(m_{j}-\left[\frac{\sum_{i=1}^{n}\left(\frac{1}{{\text{SE}}_{m_{i}}^{2}}*\;m_{i}\right)}{\sum_{i=1}^{\text{n}}\frac{1}{{\text{SE}}_{m_{i}}^{2}}}\right]\right)}{{\text{SE}}_{m_{j}}^{2}}}^{2}\right]$$

where m represents the slope per probe and SE^2^_m_ represents the squared standard error of the slope calculated first at each i^th^ probe then each j^th^ probe in a DER consisting of n probes [27]. A permutation step is implemented to control for correlation among neighboring array tiles such that diagnostic criteria are shuffled at random for a number of iterations specified by the user (default 1000) and a null distribution of meta-statistics is generated. Significance is determined by calculating the quantile of the original meta-statistic, Q, relative to the null distribution for each DER. The output of the algorithm is a list of genomic regions (DER start and stop coordinates) differentially enriched between groups, each with its corresponding mean and maximum microarray fold difference and p value that can subsequently be corrected for multiple testing. The original meta-analysis Q statistic is also supplied to enable ranking of DERs that were returned with the same p-value such that a higher Q is indicative of a higher significance.

The software tool is designed for processing and DER peak finding in normalized datasets and is meant for use following standard quality assessment and data normalization steps. Resultantly, it is compatible with all single and dual channel microarray platforms. Use of the algorithm requires only a formatted data matrix containing chromosomal coordinates as well as an annotation file denoting the comparison of interest and containing relevant covariates.

## Results and discussion

The goal of any DER peak finding algorithm should be to maximize the probability that identified DERs represent regions of true biological variation between groups and are not the result of random technical variation within the experimental system. Generally speaking, biologically relevant regions will have a higher percentage of individually significant probe signals; as such regions are more likely to result in enrichment of DNA fragments likely to hybridize to a given area. However, due to the combinatorial nature of fragments hybridizing to a series of adjacent tiles, signals will be stronger at some probes and not others, resulting in a peak in which not all individual probes are significant. Conversely, technical variation in genome-scale experiments will generally appear to be chance occurrences of single probes appearing statistically significant between groups.

In order to minimize the identification of false positives and maximize DER peak identification, BioTile employs the use of a permutation corrected meta-analysis step capable of detecting peaks comprised of as few as three adjacent probes. As BioTile identifies DERs by identifying regions where the pair wise difference between the two groups is consistently above or below zero for a stretch longer than 3 probes, if false positive signals are located within regions where background levels are in the same direction, they will be included in the list of DERs to evaluate statistically. The implementation of the meta-analytical step as compared to more traditional statistics is more robust to these situations and can lead to the identification of DERs comprised of a higher percentage of individually significant probe values, non-biased by random probes of high difference. This is because the degree to which each probe contributes to the cumulative meta-statistic of a perspective DER will be inversely weighted by its variance, and the inclusion of noisy background probe levels will reduce the meta-statistic and thus significance of spuriously generated DERs.

To model this scenario, we generated a simulation DNA methylation dataset across a series of randomly permuted DMRs of variable probe lengths, ranging from 5 to 30, (~175 bp to ~1 kb based on Affymetrix probe spacing), with N = 5 cases, N = 5 controls, and a ~ 10 ± 0.1% DNA methylation difference on average between groups. The percentage of probes significantly different between cases and controls varied by 20%, 40%, 60%, 80%, and 100% per DMR (Figure 1a). For each scenario, 100 permutations of randomly generated DMRs were created to match the above criteria. We then compared the performance of a probe-wise permuted meta-analysis to a student’s *t*-test of the average DNA methylation value across probes in a simulated DMR. DMRs found significant below p = 0.05 by the meta-analytical technique showed a higher percentage of individual probe positions demonstrating significance (Mean Percent Detected BioTile = 0.51 ± 0.00016, Mean Percent Detected *T*-test = 0.45 ± 0.00011, p = 5.4 × 10^-6^)(Figure 1b). The frequency of false positive DMRs (those with less than 1% of probes being different) detected below the 5% p-value threshold was significantly lower in the meta-analytical method as compared to the *t*-test method (Fisher’s Exact OR = 0.18, p = 2.67 × 10^-12^). These results highlight that the meta-analytical approach is more robust to the influence of statistical outliers and is better suited to identifying DMRs with a high probability of independent validation.

**Figure 1:**
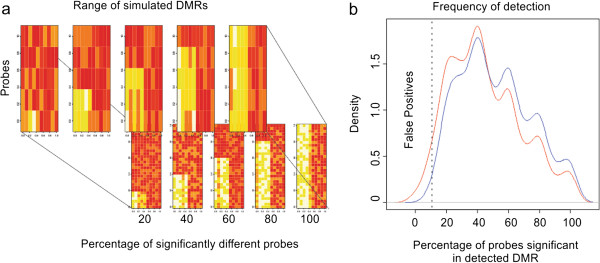
**Meta-analysis vs. t statistic performance. a**.) Heat maps of randomly generated DMRs among 5 cases and 5 controls where 20,40,60,80, and 100% of probes are significant. The foreground and background panes depict DMRs spanning 5 and 30 probes, respectively. **b**.) Density plots of the percentage of significant probes within DMRs detected by BioTile (blue) and the average *t*-test method (red).

### Comparison to available peak finding algorithms

#### Data simulation

To test the BioTile algorithm’s capability of identifying DMRs located within an actual tiling array dataset, we generated a simulated Affymetrix tiling array experiment according to the following strategy. Five female C57BL/6 J mice underwent ovariectomy at eight weeks of age followed by sacrifice 28 days later. Hippocampal tissue was isolated through cryostat sectioning and micro punch followed by genomic DNA isolation. Hippocampal DNA methylation profiles were generated using *HpaII* and *HinP1I* methylation sensitive restriction enzyme based enrichment strategy according to previously established protocols on Affymetrix Mouse Promoter 1.0R Tiling arrays [18]. CEL files were processed using the AffyTiling package in R and returned quantile normalized M values (Figure 2a). A simulated dataset of 40 arrays was then generated using the ‘rnorm’ function from the stats package in R to create probe-wise distributions with the same mean and variance as the experimentally measured dataset (Figure 2a). This simulation dataset allowed us to evaluate DMR finding algorithms in the context of the probe-wise variation that would be detected in an actual experiment. 

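The probes kept in the deposited simulation matrix all lie on chromosome 1, between positions 3260443 and 88899222, and the paper's text does not name the genome build of these positions. Of the 99999 distances between neighbouring probes, 94042 (94.0%) were at most 100 bp and 5957 were longer, the longest being 2064338 bp. The longer distances divide the probes into 5958 stretches with a median of 8 probes, and the longest stretch holds 287 probes. A stretch of at least 30 probes occurred 1021 times, and 1288 stretches held fewer than 3 probes. Of all windows of 5 neighbouring probes, 20.1% crossed a distance above 100 bp, and of all windows of 30 neighbouring probes, 72.6% did. Windows that crossed none spanned a median of 145 bp at 5 probes and 1068 bp at 30 probes from the first to the last position.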

We limited the simulation dataset to 100,000 probes. We subsequently generated DMRs with effect sizes ranging from 0.1 to 2 fold DNA methylation difference and inserted them randomly into the matrix, retaining the positions of the “hidden DMRs” for follow up analysis. DMRs were generated over variable probe lengths using the ‘rnorm’ function separately for the case and control groups. For the case group, the mean of the distribution per probe was increased by the effect size such that the middle probe in the specified DMR represented the maximum value and the mean effect across probes approximated the simulated effect size. The probe specific variation was retained throughout this process. In total, 1,456 hidden DMRs were generated (Additional file 5: Figure S1). Mouse hippocampal DNA methylation data and simulated data are available on the Gene Expression Omnibus under accession numbers GSE43460 and GSE43462.

**Figure 2:**
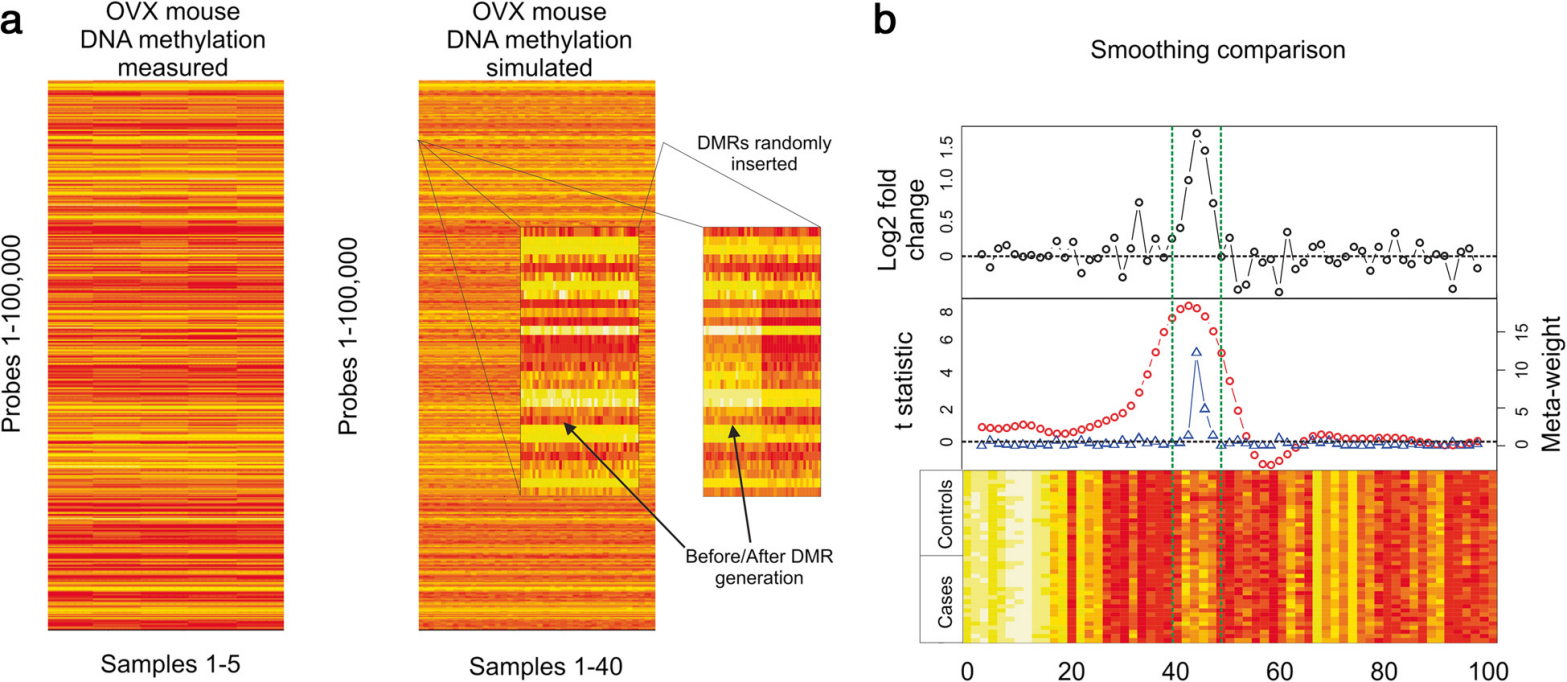
**Data simulation and smoothing performance. a**.) Heat maps of 100,000 probes derived from DNA methylation profiling of 5 control hippocampal samples from OVX C57BL/6 J mice and a simulated data matrix where probe mean and probe variance were modeled on the empirical dataset. An example of a simulated DMR inserted data matrix is depicted. **b**.) A plot of an example DMR 5 probes long exhibiting an average log_2_ fold change of 1. Mean group-wise differences are plotted in black (y-axis, top) as a function of the relative probe position (x-axis, top). The smoothed t-statistics (left y-axis, middle, red) generated by the CHARM algorithm and the relative meta-analysis weights generated by BioTile (right y-axis, middle, blue), are plotted. A heat map of the location is depicted (bottom). Vertical green lines denote the location of the inserted DMR.

#### Algorithm performance

We tested the performance of BioTile against TileMap [24] and CHARM [19] to find the randomly inserted DMRs. Due to various features of other peak finding algorithms mentioned above such as limits on dataset size, data input type, or the appropriateness of statistical outputs to the comparison of interest, only TileMap and CHARM could be properly applied to this analysis. For TileMap, we evaluated the performance of hidden Markov model based data smoothing followed by Unbalanced Mixture Subtraction (UMS) based statistical evaluation. Default values were used for genomic smoothing steps employed by CHARM. A comparison of probe specific weights derived by genomic smoothing in CHARM and through meta-analytical weighting in BioTile is depicted at a representative DMR in Figure 2b. Both CHARM and BioTile were run with 1000 permutations for internal statistical evaluation. As the data matrix represents output from preprocessed microarray data, only peak finding algorithms available for the above platforms were implemented without additional data processing or normalization. The ability of the algorithms to identify the DMRs at various effect sizes, probe lengths, and sample sizes of 5, 10,15, and 20 per group was evaluated. A ‘hidden’ DMR was considered found if it overlapped with the genomic coordinates identified as enriched by each algorithm. For all algorithms, DMRs below an FDR significance threshold of 5% were evaluated.

Area under the receiver operator characteristic curves (AUC) were generated to evaluate the sensitivity as a function of specificity of each algorithm. For BioTile and CHARM, FDR significant DMRs overlapping with hidden DMRs represented true positives (TP), non-significant non-overlapping DMRs were true negatives (TN), significant non-overlapping DMRs were false positives (FP) and non-identified hidden DMRs were false negatives (FN). BioTile generated the highest AUC of 0.92 (95% CI = 0.90-0.93, TP = 844, TN = 9,896, FP = 36, FN = 167) while CHARM generated an AUC of 0.74 (95% CI: 0.72-0.75, TP = 625, TN = 12, FP = 0, FN = 692). Because TileMap does not return a list of non-significant DMRs, we could not evaluate the AUC in the same manner. To overcome this, we evaluated each of the 100,000 probes in the simulated dataset for overlap with the significant DMRs per algorithm. The results for BioTile (AUC = 0.95, 95% CI: 0.93-0.95, TP = 16,424, TN = 80,460, FP = 1,686, FN = 1,430) and CHARM (AUC = 0.75, 95% CI:0.73-0.75. TP = 9,015, TN = 81,678, FP = 468, FN = 8,839) were consistent with the previous analysis, while TileMap (AUC = 0.76, 95% CI: 0.73-0.77, TP = 9,462, TN = 82,139, FP = 7, FN = 8,392) performed similarly to CHARM (Additional file 5: Figure S2). The cumulative results suggest that BioTile out performs TileMap and CHARM at the identification of hidden DMRs.

BioTile exhibited a higher power to detect DMRs when evaluating sample sizes of ten cases and controls per group and above; however, at five cases and controls, BioTile did exhibit 82% power when using a nominal as opposed to FDR significance threshold of 5%. At five cases and controls, TileMap significantly out performed both BioTile and CHARM; however, the observed power did not increase significantly with additional sample numbers for this algorithm (Table 1, Figure 3a). At ten samples per group and above, BioTile exhibited significantly higher power to detect DMRs than TileMap and CHARM. For the subsequent evaluation of DMR length and effect size, we held the sample size constant at 20 samples per group.

**Figure 3:**
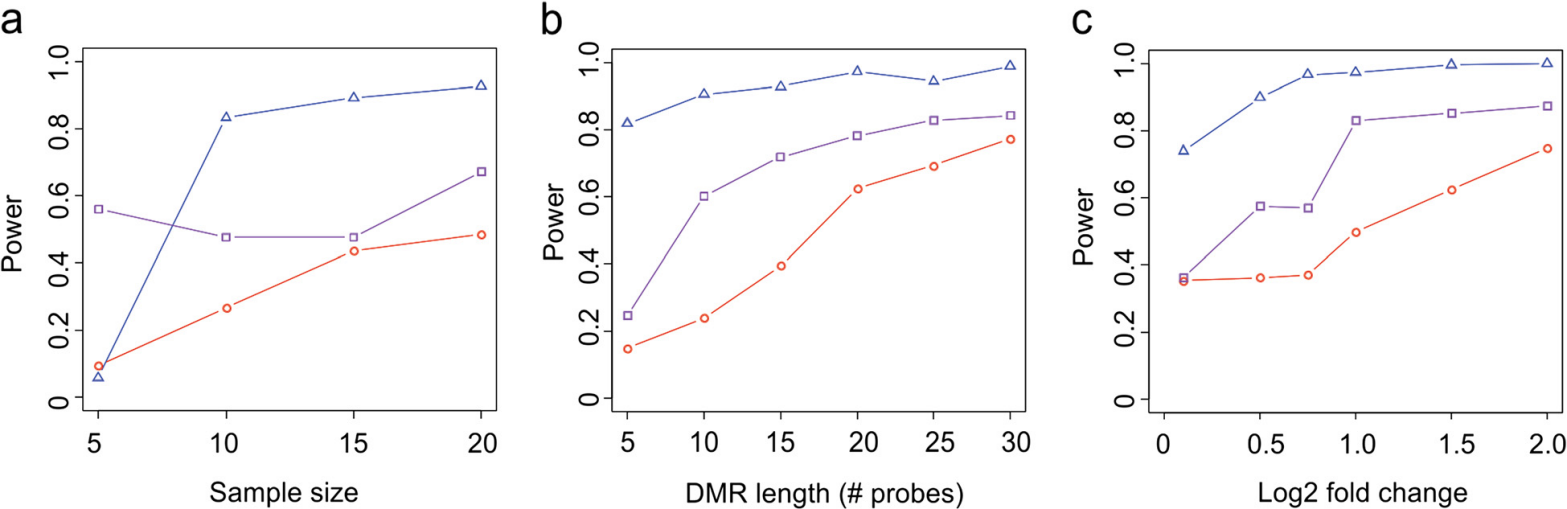
**Algorithm performance.** Plots of the proportion of hidden DMRs identified (power) by BioTile (blue triangles), TileMap (purple squares), and CHARM (red circles) as a function of sample size (**a**), DMR length (**b**), and log_2_ fold change (**c**).

**Table 1:** Algorithm power

**Sample size**	**BioTile**	**TileMap**	**CHARM**	**BioTile vs. TileMap**	**BioTile vs. CHARM**
5	0.06	0.56	0.09	OR = 0.05, p = 4.6 × 10^-182^	OR = 0.60, p = 1.2 × 10^-03^
10	0.83	0.48	0.27	OR = 5.45, p = 5.1 × 10^-81^	OR = 14.66, p = 1.1 × 10^-196^
15	0.89	0.48	0.44	OR = 8.34, p = 1.7 × 10^-112^	OR = 9.83, p = 5.9 × 10^-132^
20	0.93	0.67	0.49	OR = 5.17, p = 7.7 × 10^-52^	OR = 11.70, p = 4.2 × 10^-133^
**DMR length (# probes)**					
5	0.82	0.25	0.15	OR = 11.39, p = 8.9 × 10^-29^	OR = 20.14, p = 7.2 × 10^-40^
10	0.91	0.60	0.24	OR = 3.64, p = 1.1 × 10^-07^	OR = 19.92, p = 2.6 × 10^-39^
15	0.93	0.72	0.39	OR = 4.86, p = 1.0 × 10^-08^	OR = 17.82, p = 2.6 × 10^-32^
20	0.97	0.78	0.62	OR = 9.25, p = 2.4 × 10^-09^	OR = 22.21, p = 2.4 × 10^-22^
25	0.95	0.83	0.69	OR = 3.65, p = 1.2 × 10^-04^	OR = 7.12, p = 3.5 × 10^-11^
30	0.99	0.84	0.77	OR = 18.65, p = 2.2 × 10^-08^	OR = 29.94, p = 2.9 × 10^-13^
**Log**_**2 **_**fold change**					
0.1	0.74	0.36	0.35	OR = 4.93, p = 7.7 × 10^-19^	OR = 5.18, p = 7.0 × 10^-20^
0.5	0.90	0.58	0.36	OR = 7.26, p = 1.1 × 10^-14^	OR = 18.17, p = 1.8 × 10^-33^
0.75	0.97	0.57	0.37	OR = 20.17, p = 1.1 × 10^-10^	OR = 41.03, p = 2.4 × 10^-18^
1	0.97	0.83	0.50	OR = 7.90, p = 5.0 × 10^-08^	OR = 43.53, p = 3.5 × 10^-41^
1.5	1.00	0.85	0.63	OR = 55.96, p = 2.9 × 10^-14^	OR = 194.39, p = 1.9 × 10^-41^
2	1.00	0.88	0.75	OR = Inf, p = 1.4 × 10^-03^	OR = Inf, p = 4.0 × 10^-07^

A table depicting the power of each algorithm to identify ‘hidden’ DMRs inserted into the simulated data matrix. Fisher’s odds ratios over 1 denote a higher proportion of DMRs identified by BioTile relative to TileMap and CHARM, respectively.

BioTile was the only algorithm to exhibit greater than 80% power to identify small DMRs (five probes). At all probe lengths evaluated, BioTile exhibited significantly higher power relative to the other algorithms (Table 1). All three algorithms demonstrated a consistent increase in power with increasing DMR length (Figure 3b).

Small effect size DMRs may be expected in heterogeneous tissues such as brain and blood, where the epigenetic contribution of phenotype irrelevant cell types may dilute the observable effect size. At the lowest fold change of 0.1, BioTile identified 74% of DMRs, significantly more than that identified by the other algorithms (CHARM = 35%, Fisher’s Exact OR = 5.2, p = 7 × 10^-20^, TileMap = 36%, Fisher’s Exact OR = 4.9, p =7.7 × 10^-19^) (Table 1, Figure 3c).

Importantly, these power calculations reflect the total proportion of hidden DMRs detected; however, the power of each algorithm to identify a range of DMRs is a function of both DMR length and effect size (Figure 4). The higher power of BioTile to identify DMRs across a range of smaller effect sizes and DMR lengths suggests it represents an ideal tool to employ prior to performing pathway analyses, as all implicated DMRs are likely to represent the true epigenomic landscape of changes in response to an independent variable of interest as opposed to representing only the largest and longest of changes.

**Figure 4:**
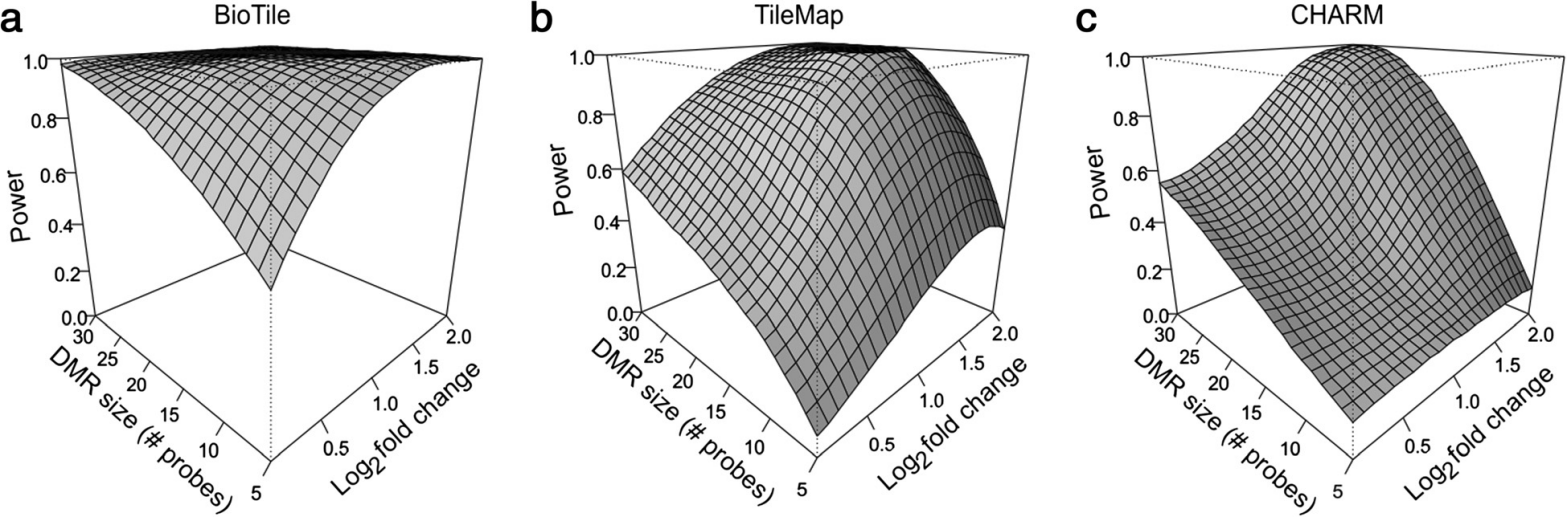
**Interaction of DMR characteristics on algorithm performance.** Three dimensional depictions of non-parametric loess models fitting power (y-axis) as a function of DMR size (x-axis) and effect size (z-axis) for BioTile (**a**), TileMap (**b**), and CHARM (**c**).

#### Comparison of algorithms in biological datasets

We evaluated the performance of BioTile, TileMap, and CHARM at identifying genomic regions exhibiting differential epigenetic changes in response to early life environment in three datasets. The first two datasets derive from a study by McGowan et al., and use custom Agilent tiling microarrays to measure both chromatin immunoprecipitation enriched histone3 lysine9 tri-methylation (H3K9me3) marks and Methylated DNA Immunoprecipitation (MeDIP) enriched DNA methylation from rats born to high or low licking and grooming mothers [28]. The third dataset was generated by Suderman et al., using custom human Agilent microarrays to investigate MeDIP enriched DNA methylation associations to early life trauma [29]. We selected these studies as they are performed both on tiling microarrays and in the hippocampus, a brain region heavily implicated in psychiatric phenotype and consistent with that from which the simulated dataset was modeled. Seven regions were validated in the H3K9me3 study while both MeDIP datasets validated eleven DNA methylation regions. The performance of each algorithm to find these ‘true differences’ and classify them as significant is depicted in Table 2 and appears relatively consistent with the projected power as a function of the sample size for each dataset (Figure 3a). These findings corroborate the simulated results above and demonstrate that BioTile has the highest power to detect true DERs.

**Table 2:** Algorithm performance in biological datasets

**Dataset**	**Interrogated mark**	**# group 1**	**# group 2**	**BioTile**	**TileMap**	**CHARM**
					**# DERs returned**	
1	H3K9me3	12	9	5,315	62	83
2	DNA methylation	6	9	5,767	27	105
3	DNA methylation	10	9	5,558	821	100
					**Proportion of validated DERs found**	
1	H3K9me3	12	9	100%	28%	0%
2	DNA methylation	6	9	100%	9%	0%
3	DNA methylation	10	9	100%	9%	0%
					**Proportion of validated DERs significant**	
1	H3K9me3	12	9	71%	28%	0%
2	DNA methylation	6	9	45%	9%	0%
3	DNA methylation	10	9	55%	9%	0%

A table depicting algorithm performance when applied to datasets derived from the McGowan et al., and Suderman et al., studies investigating the effects of early life environmental influence on epigenetic marks in the hippocampus.

## Conclusion

The BioTile Perl application represents a simple and effective means to identify DERs in genome-scale data. BioTile out performs a number of comparable algorithms designed for the analysis of ChIP-chip data and is not confined to the analysis of a single tiling array platform. Future iterations of the algorithm may focus on the analysis of next-generation sequencing data.

Running the BioTile Perl script is simple and requires only a properly formatted data matrix file and an annotation file containing the comparison and any covariates of interest. The simplicity of BioTile is designed to increase the utility of this bioinformatics resource to the general scientific community.

## Availability and requirements

**Project name:** BioTile

**Project home page:**http://psychiatry.igm.jhmi.edu/kaminsky/software.htm

**Operating systems:** Platform independent

**Programming language:** Perl

**License:** None

## Competing interests

The authors declare no competing interests.

## Authors’ contributions

All authors contributed significantly to the final version of the manuscript. JG performed DNA methylation experiments, MA, KT, and TG generated the experimental animals, and ZK conceptualized and wrote the algorithm and manuscript. All authors read and approved the content.

## Supplementary Material

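The published BioTile program takes, for each probe, the mean of the group coded 2 minus the mean of the group coded 1, with a standard error that allows the groups to have different variances. Neighbouring probes whose differences share a sign are joined into a run. A run is kept as a candidate DER if it holds at least the minimum number of probes, which is 3 in the example annotation file, and if its length divided by its number of probes is at most 40 bp, the 35 bp spacing given in that file plus a fixed allowance. For each candidate DER the program computes Q as the sum, over probes, of the squared deviation from the inverse-variance weighted mean difference, divided by the squared standard error. The group labels are then shuffled 1000 times, and the p value is the number of shuffles with a Q at least as large as the original, divided by the number of shuffles plus 1. A DER with no such shuffle is therefore listed with a p value of 0. The maximum effect in the output is the algebraic maximum of the differences over the probes of the DER.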

Additional file 1 A perl script containing the BioTile algorithm. Click here for file

Additional file 2 An example dataset containing the first 5000 data points from 5 randomly selected case and control mice from the simulated data matrix. 

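The example dataset holds M values, the log-scale methylation signal of each probe, for 5 simulated case and 5 simulated control arrays. According to the paper, the values were drawn at random around the mean and variance that each probe had in hippocampal DNA of ovariectomized mice, and the case values were raised in inserted DMRs. The arrays are simulated, so the spread between them is the spread that was simulated and not that between animals. The first 1998 probes of the example dataset were analysed here, from position 3260443 to position 5906538 on chromosome 1, and all 1998 lie at the position of the same-numbered probe in the deposited matrix. Their M values ranged from -0.78 to 17.85, and the median SD of a probe within a group was 0.53. The median M value per array was 7.81 ± 0.047 (SD, n = 5) in cases and 7.63 ± 0.053 (SD, n = 5) in controls. This difference of 0.18 was larger than the spread between arrays (two-sided exact permutation test, p = 0.00794, the smallest p that 5 arrays against 5 allow). The most common difference over single probes was -0.010. No further normalization was applied. The program was run with the settings of the example annotation file and a fixed random seed, and its p values were adjusted by the Benjamini-Hochberg method over all candidate DERs, since the paper's text does not name its FDR method. Differences are given as cases minus controls.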

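In the example dataset, BioTile found 164 candidate DERs, 88 higher in cases and 76 higher in controls, of which 91 held 3 probes. With each array centred on its median there were 165 candidate DERs, 44 higher in cases and 121 higher in controls. DMRs raised only in cases also raise the case medians, so centring can itself lower the case values at probes outside DMRs. A nominal p value under 0.05 was obtained for 17 DERs, all higher in cases, and 4 of them passed an FDR of 5%. When all orderings of the group labels were enumerated in place of the random permutations, the exact test gave 16 nominal DERs and 0 at an FDR of 5%. The alternative that moved the nominal number most among those able to give a call was the squared weighted mean difference in place of Q. It gave 33 DERs, 26 higher in cases and 7 higher in controls. In simulated arrays with no inserted regions it called 18 of 184 candidates and Q called 4, so part of the rise may be false calls. After the same centring, 20 DERs were nominally significant, 17 higher in cases and 3 higher in controls. Of these 20, 4 had the same start and end as a nominal DER without centring, and 16 did not. Of the 17 nominal DERs without centring, 15 overlapped one of the 20. The 17 nominal DERs held 3 to 35 probes (median 13), while the 147 other candidate DERs had a median of 3 probes. The mean difference of the nominal DERs ranged from 0.26 to 2.12, with a median of 0.93. The DER with the smallest difference, from 5906060 to 5906538, ends at the last probe analysed here and may extend further in the full example dataset, so its length, difference and p value are those of the part analysed, and it was chosen for mention after its values were seen. The case and control arrays did not overlap in 15 of the 17 DERs and in 6 of the 147 other candidates, a description only, since the DERs were selected by their difference between the same arrays. An unselected region would separate 5 arrays from 5 by chance in 0.794% of cases. In the nominal DERs a median of 52.4% of probes had an unadjusted p under 0.05 in limma, against a median of 0% in the other candidates. This too is a description only, since the DERs were selected from the same probe differences.

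**Figure D1:**
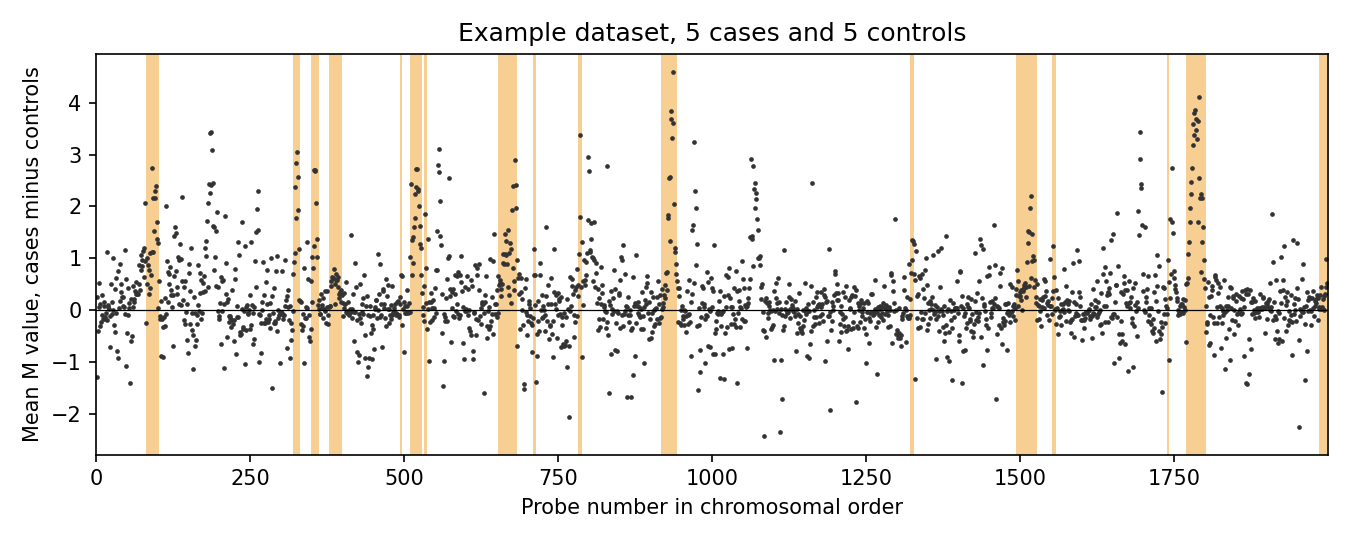
Mean M value of 5 cases minus mean M value of 5 controls (y-axis, log scale) for each of the 1998 probes in chromosomal order (x-axis). Shaded bands are the 17 DERs with a nominal p value under 0.05, all of which have a mean difference above 0.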

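The program listed a p value of 0 at 3 DERs, where no shuffle was counted because Q values tied with the original differed from it by rounding. The DER from 4481340 to 4481767 on chromosome 1 held 13 probes, and its mean M value was 11.79 ± 0.17 (SD, n = 5) in cases and 10.56 ± 0.15 (SD, n = 5) in controls, a difference of 1.24 with a Q of 132. Its largest probe difference was 2.70, at position 4481488, and 8 of its probes had an unadjusted p under 0.05 in limma. The DER from 5008459 to 5009689 held 35 probes, with 11.66 ± 0.12 (SD, n = 5) in cases and 11.00 ± 0.037 (SD, n = 5) in controls, a difference of 0.67 with a Q of 125. The DER from 4486955 to 4487065 held 4 probes, with 14.03 ± 0.064 (SD, n = 5) in cases and 13.60 ± 0.092 (SD, n = 5) in controls, a difference of 0.43 with a Q of 35.6. At each of the 3 DERs every case array lay above every control array. Over all orderings of the labels each had an exact p of 0.00794 and an adjusted exact p of 0.100. The largest Q of all candidate DERs, 1042, belonged to the DER from 4487567 to 4488251, which was chosen for mention after its value was seen. It held 20 probes and a difference of 1.65, and its permutation p was 0.00599, with an FDR of 0.0756. Over all orderings its exact p was 0.00794 and its adjusted exact p was 0.100, the same as at the 3 DERs. In all, 13 candidate DERs shared this exact p, so the listed p value of 0 does not set the 3 DERs apart.

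**Figure D2:**
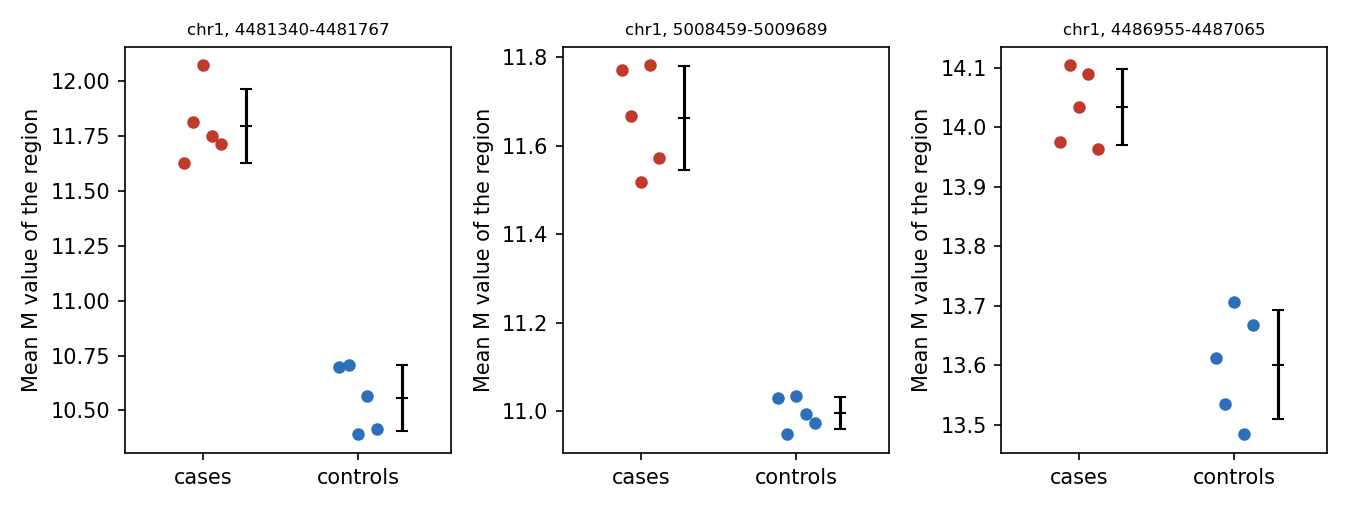
Mean M value over the probes of the DER (y-axis, log scale) in 5 case arrays (red) and 5 control arrays (blue) at the 3 DERs with a listed p value of 0. Points are arrays, and black bars are the mean and SD of each group. The case arrays lie above the control arrays in each panel, and the y-axes differ and do not start at 0.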

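Tested probe by probe with limma, 160 of the 1998 probes of the example dataset had a Benjamini-Hochberg adjusted p under 0.05, 157 of them higher in cases and 3 higher in controls. Without adjustment 333 probes had a p under 0.05. Of the 261 probes inside the nominal DERs, 95 passed the adjusted threshold, and the other 65 such probes lay outside them. Without the limit on probe spacing, 27 DERs were nominally significant, and 152 of the 160 probes lay inside those. The alternative that moved the number of probes most was centring each array on its median, which gave 122 probes, 118 higher in cases and 4 higher in controls. Inserted DMRs raise the case medians, so the centring can itself lower case values.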

Click here for file

Additional file 3 **An example annotation file required to run BioTile on the example dataset available in Additional File **2**.** Click here for file

Additional file 4 A readme file outlining basic instructions for running BioTile. A more detailed web based vignette is available on the project homepage. Click here for file

Additional file 5: Figure S1 Simulated data distributions. The distributions of mean DNA methylation log2 fold change of 20 case vs. 20 control microarrays are depicted for the distribution devoid of inserted DMRS (Null distribution) and for the hidden DMRs. **Figure S2**. Receiver operator characteristic curves. Receiver operator characteristic curves are plotted depicting the sensitivity (y-axis) as a function of the specificity (x-axis) to identify hidden DMRs for BioTile (a), TileMap (b), and CHARM (c). Click here for file

# Supplementary material for: BioTile, A Perl based tool for the identification of differentially enriched regions in tiling microarray data
**Source:** BMC Bioinformatics. 2013 Mar 3;14:76. doi: 10.1186/1471-2105-14-76
**Supplement:** Additional file 5: Figure S1 — Simulated data distributions. The distributions of mean DNA methylation log2 fold change of 20 case vs. 20 control microarrays are depicted for the distribution devoid of inserted DMRS (Null distribution) and for the hidden DMRs. Figure S2. Receiver operator characteristic curves. Receiver operator characteristic curves are plotted depicting the sensitivity (y-axis) as a function of the specificity (x-axis) to identify hidden DMRs for BioTile (a), TileMap (b), and CHARM (c).

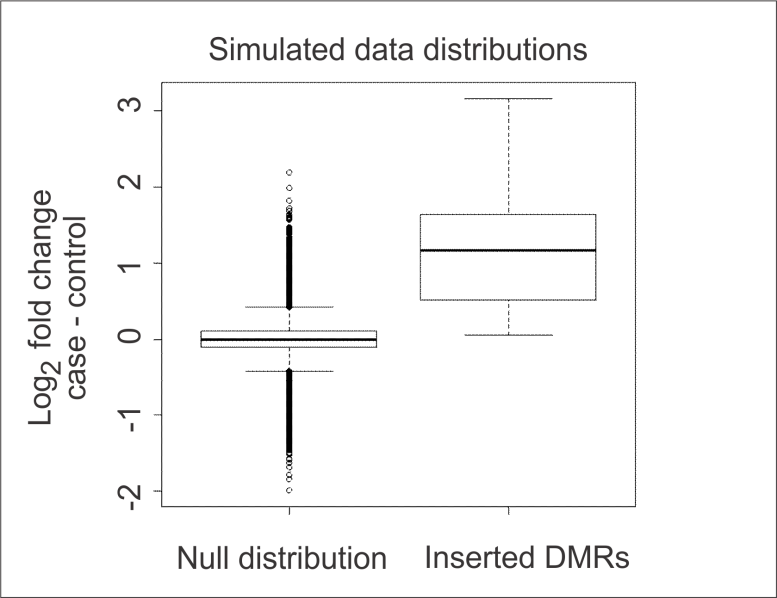

**Supplementary Figure 1.** **Simulated data distributions**

The distributions of mean DNA methylation log_2_ fold change of 20 case vs. 20 control microarrays are depicted for the distribution devoid of inserted DMRS (Null distribution) and for the hidden DMRs.

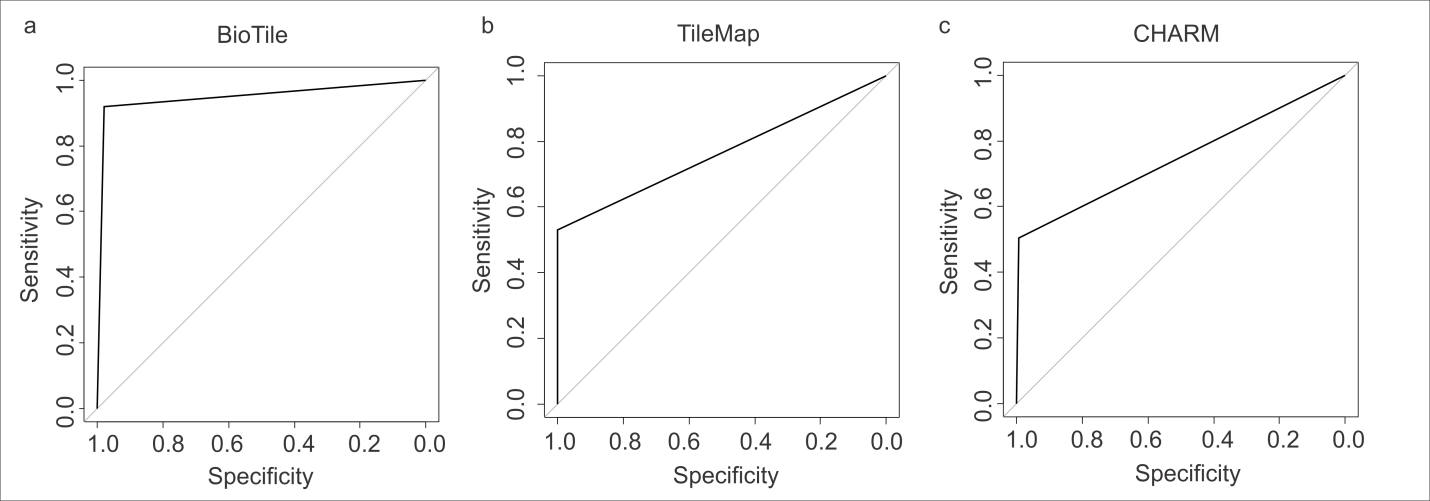

**Supplementary Figure 2.** **Receiver operator characteristic curves**

Receiver operator characteristic curves are plotted depicting the sensitivity (y-axis) as a function of the specificity (x-axis) to identify hidden DMRs for BioTile (a), TileMap (b), and CHARM (c).

How the deposited data were processed for this re-analysis (not part of the article)

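The data are M values of a simulated tiling array experiment. According to the paper, hippocampal DNA of 5 ovariectomized mice was enriched with methylation sensitive restriction enzymes, hybridized to Affymetrix mouse promoter tiling arrays and processed in R to quantile normalized M values, from which 40 arrays were simulated probe by probe and DMRs were inserted into the case arrays. The paper gives 28 days between ovariectomy at 8 weeks of age and sacrifice, and the sample labels give 30 days. The labels describe 10 mouse arrays, 5 with estradiol and 5 with vehicle, and no values of these 10 arrays were analysed here.

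The authors deposited 1 matrix of 100000 probes with a chromosome, a running probe number, an identifier that contains the position, and 40 columns of simulated case and control arrays. The running probe number and the positions are the only deposited values used. The names of the 40 array columns match no labelled sample, so these columns were not used here in any step, and the power, receiver operator and sample size results of the paper were not recomputed. Distances between neighbouring probes were computed from the positions, and distances above 100 bp were treated as gaps. The positions are printed as the matrix gives them, without gene annotation, since the paper's text names no genome build.

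All tests were made on the example dataset of Additional file 2, of which the first 1998 probes were analysed here, with 5 case and 5 control arrays taken from the column names of that file. Its M values are on a log scale and were used as given. The published program of Additional file 1 was run in Perl 5.32.1 with the settings of Additional file 3, which are at least 3 probes, 1000 permutations and a spacing of 35 bp. The random seed was set to 1. P values were adjusted by the Benjamini-Hochberg method over all candidate regions, and regions under 5% were counted. Exact p values came from enumerating all orderings of the labels, with Q values within 1e-09 of each other, in proportion, counted as ties. Single probes were tested with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 1998 probes. Array medians were compared with a two-sided exact permutation test. The most common probe difference is the peak of a Gaussian kernel density with a bandwidth of 0.05. Other steps used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.

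Regions named in the text are those with the largest Q, up to 5, among the regions at the smallest p value, a rule written before the data were examined. The region with the largest Q of all candidates and the region at the end of the analysed part were also named, and both were chosen after their values were seen. The limma step was tested on simulated data, in which 107 of 200 changed probes were called, and 7 unchanged probes were called among 1998 probes in all. A second implementation of the region statistic, used for the splits of the arrays, was checked against the published program and gave the same Q and exact p at 164 of 164 regions. The number of arrays, 5 per group, limits the precision of every comparison. The alternatives were the minimum number of probes, the spacing limit, centring of the arrays, the form of Q, the standard error, the seed, the way permutations are counted, a block on the array number, leaving out each array in turn, and for limma a minimum mean M value of 5 and no moderation of the variance. The array numbers come from the column names, and the paper names no pairing of cases and controls.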

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

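The results below are for the example dataset, and except where stated the alternatives were chosen before the data were examined. The number of candidate regions was 164 and fell to 73 with a minimum of 4 probes. It was 165 after centring, where 44 were higher in cases and 121 in controls, against 88 and 76 without it, 218 without the spacing limit, and from 162 to 184 across the 10 runs that each left out one array. Using running probe numbers as coordinates, chosen after seeing the data, also gave 218. Centring can itself lower the case values at probes outside DMRs, since the inserted DMRs raise the case medians.

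The number of nominally significant regions was 17. It rose to 27 without the spacing limit, to 27 with running probe numbers, and to 33 with the squared weighted mean difference in place of Q, of which 26 were higher in cases and 7 in controls. In simulated arrays with no inserted regions, that statistic also called more candidates than Q, 18 against 4 of 184, so part of the rise may be false calls among candidates selected for a shared sign. Leaving out each array in turn gave from 16 to 20 regions. From 6 to 10 of these had the same start and end as one of the 17, and from 13 to 17 of the 17 overlapped one. After centring, 4 of the 20 regions had the same start and end as one of the 17, and 15 of the 17 overlapped one. The other alternatives gave from 16 to 20 regions, apart from the block on the array number, described last.

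The number of regions at an FDR of 5% was 4. It was 0 with all orderings enumerated (16 nominal regions), 0 with 1 added to the count of permutations (17 nominal regions), and 0 with ties counted (17 nominal regions), an alternative chosen after seeing the data. It was also 0 after centring (20 nominal regions), 2 with Q as printed in the formula of the paper, and 13 with a minimum of 4 probes. The cause was not tested for centring and for the printed formula. All 4 regions were among the FDR significant ones with a second seed (4 regions in all), without the spacing limit (6) and with a minimum of 4 probes. Ties that differ by rounding were not counted in those runs either, so this overlap does not show that the 4 regions are robust to counting them. The pooled standard error gave the same 4 regions. With 5 arrays in each group it equals the standard error of the program, so that alternative could not change the result. The printed formula shared 2 of the 4, and the squared weighted mean difference, with 5 regions in all, shared 1. Leaving out each array in turn, again without counting such ties, gave from 1 to 10 regions. From 0 to 3 of these had the same start and end as one of the 4.

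The number of probes at an adjusted p under 0.05 in limma was 160, and it was from 122 to 163 under the 14 alternatives run. It was 163 among probes with a mean M value of at least 5, 155 without moderation of the variance, 122 after centring, and from 137 to 152 across the fits that each left out one array. The median probe spacing of 36 bp was the same over distances up to 100 bp, and the mean within gap-free stretches was 37.2 bp.

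With the array number as a block, limma called 131 probes. For regions, the block gave 0 at a nominal p under 0.05 and 0 at an FDR of 5%, which the design fixes in advance, since the smallest p that exchanging labels within 5 pairs can give is 0.0625. The deviations of same-numbered case and control arrays had a mean correlation of -0.0384, against 0.00959 for differently numbered arrays. Deviations were taken from the mean of each group, so the second value largely follows from the first. No test of pairing was made, so the correlations are a description only.

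The run on the 40 simulated arrays was not made, because their columns were matched to no sample. The number of arrays limits the region results, since 5 against 5 allow no exact p below 0.00794.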

Other observations

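Counting ties, using running probe numbers and testing the most common probe difference were chosen after the results they bear on were seen. So were the tests on regions of at least 4 probes and on splits that part same-numbered arrays. The other tests were chosen before. All arrays are simulated, so no biological explanation was tested for any pattern here.

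The published program listed 3 regions of the example dataset with a p value of exactly 0. With 5 arrays per group, random shuffles sometimes return the original grouping or its mirror, whose Q equals the original. When permuted Q values within 1e-09 of the original were counted as ties, 0 regions had a p value of 0 and the smallest permutation p was 0.00599. The zeros thus came from tied Q values that differed by rounding. With ties counted, the 4 regions at an FDR of 5% became 0, with 17 regions still at a nominal p under 0.05.

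With all orderings enumerated, 13 regions shared the smallest possible exact p of 0.00794. Benjamini-Hochberg adjustment over 164 candidates needs 27 regions at that p to reach 5%, so 0 passed, while 16 had a nominal p under 0.05. Among the 73 candidates with at least 4 probes, 12 were needed, and 13 passed. The absence of FDR significant regions may therefore come from the smallest p value that 10 arrays allow together with the 91 candidates of 3 probes. The paper's power at 5 arrays per group, over the whole simulated matrix, was not recomputed here.

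Cases had a higher array median than controls by 0.18, and all 17 nominal regions were higher in cases. After each array was centred on its median, 3 nominal regions were higher in controls. That result cannot separate a shift of whole arrays from the inserted DMRs, because DMRs raised only in cases also raise the case medians. The most common difference over probes was -0.010, which goes against a uniform shift of whole arrays, while the median difference over probes was 0.083. Outside the 17 nominal regions the array medians still differed by 0.13 (exact permutation p = 0.00794). Outside the 27 regions found without the spacing limit they differed by -0.0228 (exact permutation p = 0.373). Both sets of regions were found by their difference between the same arrays, so leaving them out cannot decide between a shift and the inserted DMRs. As the paper describes the simulation, values were drawn for each probe and case values were raised only in the inserted DMRs. A shift of whole arrays is not part of that description, and the most common difference of -0.010 also argues against one.

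In 1 of 100 splits of the 10 arrays, the real one, there were as many nominal regions as the 16 of the exact test, and the next highest number was 9. In 1 of 100 splits, again the real one, limma called as many as 160 probes, and the next highest number was 2. Among the 16 splits that part every same-numbered pair of arrays, which are included in the 100, 1 gave as many regions and 1 as many probes, and the next highest numbers were 8 and 1. These 16 splits are too few to give a share under 0.05. The remaining splits leave at least 1 same-numbered pair together.

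In the deposited matrix the column named for coordinates holds a running probe number, while the positions are part of the probe identifier. Given running numbers as coordinates, the spacing limit of the program excludes nothing, and the example dataset gave 218 candidate regions and 27 nominal ones, as it did without the limit. The paper states that the program takes chromosomal coordinates, and positions were used here for all other results. Of the 160 probes called by limma, 65 lay outside the 17 nominal regions found with positions, and 152 lay inside the 27.

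The program subtracts cases from controls when cases are coded as group 1, and its maximum effect is an algebraic maximum. In 88 of the 164 candidate regions of the example dataset, the listed maximum effect was smaller in size than the mean effect. At the region from 4481340 to 4481767, for example, it was 0.027 in size, against a largest probe difference of 2.70.

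Q measures how much the difference varies between the probes of a region. To see whether even differences are missed, 20 regions of 10 probes with a mean effect of 1.0 were inserted into arrays simulated from the control values. With peaked effects, Q found 15 of the 20 and the squared weighted mean difference found 17. With flat effects, Q found 12 and the squared weighted mean difference 17. With no regions inserted, 4 of 184 candidates were nominally significant by Q and 18 by the squared weighted mean difference, so the counts of inserted regions found mix power with a different rate of false calls. They do not settle whether a heterogeneity statistic has lower power for flat regions, and the difference between flat and peaked effects was not tested.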
